A study of Mus musculus with 6 samples.

How the data were processed

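Polyadenylated RNA from isolated mouse pancreatic islets was sequenced, per the labels' protocols, after extraction with a column kit and library preparation with a commercial mRNA-seq kit. Islets are the clusters of hormone-producing cells of the pancreas, in which beta cells make insulin, alpha cells make glucagon and delta cells make somatostatin. The 6 libraries fall into 2 genotypes of 3 libraries each, taken from the sample titles. Control mice carried the Gcg-iCre driver, which expresses Cre recombinase from the glucagon gene and therefore acts in alpha cells, together with intact Klf4 alleles. Knockout mice carried the same driver and 2 floxed Klf4 alleles. The labels record neither the sex nor the age of the mice.

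The values are counts of reads per gene, without normalization, in 1 deposited table of all 6 libraries made by the authors. The file name records that reads were trimmed with cutadapt; the aligner, the counting program, its strand setting and the genome build are not stated in the labels or the header. All 55536 gene identifiers and symbols of the table are identical to those of the GENCODE M21 primary assembly annotation of GRCm38, which holds the same number of genes, and coordinates are given from that annotation. Because the strand setting is unknown, counts of genes that overlap another gene on the opposite strand are uncertain, as are counts of near-identical copies such as Ins1 and Ins2. Columns were matched to libraries by group and replicate number; 0 columns of the table were left unused.

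Totals ran from 101277200 to 110243918 counts per library. A floor of 3 counts corresponds to 0.0272 to 0.0296 CPM (counts scaled to the library total). Floors cover counting error only, since molecular identifiers are not mentioned in the labels. The confidence interval given for Klf4 comes from the DESeq2 standard error, which includes the spread between libraries. At this depth the spread between mice, not counting error, sets the precision for all but the rarest transcripts. Pairs of replicates were compared by a chi-square statistic over 15820 genes with a mean of at least 50 counts; the statistic was 40.0 to 120.0 times its degrees of freedom in the 6 within-group pairs, so no pair was 1 library deposited more than once. This does not show that the libraries come from separate animals; they were counted as separate samples because the labels list them so.

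The series' design text names DESeq2 without batch correction on 3 mutant and 3 control samples, and that design was the main test here. DESeq2 1.42.0 in R 4.3.3 was run on the deposited counts with median-of-ratios size factors, a single term for genotype, the Wald test, default Cook's distance and independent filters, and unshrunken log2 fold changes of knockout against control. Genes with at least 10 counts in total over the 6 libraries entered the fit, and the threshold was a Benjamini-Hochberg adjusted p-value of 0.05. Marker gene sets, listed before the data were examined, were tested with camera from limma 3.58.1 on log2(normalized count + 1), with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 11 sets. The sets of non-endocrine cells served to follow the make-up of the islet preparations. Lists of 15 hepatocyte genes, 12 glucocorticoid response genes, 5 genes that escape X inactivation and 7 prolactin response genes were added after the first results were seen, without use of those genes' own values, and were adjusted over these 4 lists. The beta-cell gene Ero1b was found in the table under its older symbol Ero1lb. The difference in the mean of each set was also put to an exact two-sided permutation test of the 6 libraries, which cannot give a p-value below 0.1 with 3 against 3.

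Genes named in the text were fixed by a rule set before the data were examined. Klf4, Nkx2-2, the hormone genes Gcg, Ins1, Ins2, Sst and Ppy and the alpha-cell transcription factor genes Irx1 and Irx2 are given whatever their result; the other 2 genes of this list of 11 are not reported here. Among genes past the threshold with a mean normalized count of at least 50 and no overlap between the groups, the 5 most positive and the 5 most negative log2 fold changes are also given. Other genes are named where stated as chosen after their values were seen.

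The alternatives fixed beforehand were the edgeR 4.0.16 quasi-likelihood test with TMM normalization, TMM factors in DESeq2, no filter or a stricter filter on low counts (at least 10 counts in at least 3 samples), an adjusted p-value of 0.1, no independent filtering, a minimum absolute log2 fold change of 1, the replicate number as a block, each library left out in turn and, for the gene sets, an estimated inter-gene correlation, a pseudocount of 10, TMM scaling and removal of the most abundant gene. Chosen after the data were seen were fits without the Cook's distance filter, on autosomal genes only, with corrections for transcript GC content or length, with the immediate early gene score as a covariate for Klf4, and the alpha set without Ttr and Gc. The replicate numbers come from the sample titles, and same-numbered libraries are different animals because their genotypes differ.

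The tests were tried on simulated counts for 25210 genes drawn with the observed means and library sizes, 200 of them changed by a log2 fold change of 0.6 or 1 in either direction. With per-gene dispersions the DESeq2 test recovered 79.5% of the 200 genes, and 24.9% of its calls were genes that had not been changed; the edgeR test recovered 62.5%, with 9.15% of calls unchanged. With dispersions on the fitted trend the DESeq2 test recovered 73.0% with 12.6% of calls unchanged, and the edgeR test 74.5% with 3.68%. A simulated set of 12 genes shifted by -0.5 was recovered by camera with a mean difference of -0.52. In these simulations DESeq2 therefore admitted more false calls than its threshold of 0.05 states, as edgeR did, less so, with per-gene dispersions. That is why edgeR's count is given beside that of DESeq2.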

Results

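To ask which genes depend on the transcription factor KLF4 in pancreatic alpha cells, islet RNA was compared between mice with an alpha-cell deletion of Klf4 and Cre-only controls, with 3 libraries per genotype. Because whole islets were sequenced, alpha-cell transcripts were measured together with those of beta, delta and non-endocrine cells. Control replicates 1 to 3 held 102369726, 109433932 and 101277200 counts, and knockout replicates 1 to 3 held 110243918, 102970676 and 102627084. Between 24396 and 25494 genes had at least 1 count in a library. Ins1 and Ins2 together took 16.8% to 18.6% of all counts, and Gcg took 2.74% to 5.36%. In a principal component analysis of 15811 genes, the first component held 54.0% of the variance. The control libraries lay together on it, at -25.8, -24.3 and -25.5, and knockout replicates 1 to 3 lay above them and far apart, at 62.5, 20.2 and -7.00. The mean of the 15 hepatocyte genes ran in the same order in these 3 libraries, at 11.30, 7.09 and 3.74 on the log2 scale. In the controls it was 3.10 to 3.98, a range that holds knockout replicate 3. The component can thus not be read as genotype alone.

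Klf4 itself (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466, minus strand, GRCm38) was measured at 3148, 2879 and 2015 normalized counts in control replicates 1 to 3 and at 2340, 2540 and 2277 in knockout replicates 1 to 3. The group means were 2681 ± 592 and 2386 ± 137 (SD, n = 3 each). The ranges overlapped, and the log2 fold change of -0.17 ± 0.15 (SE) was not past the threshold in DESeq2 (adjusted p = 0.774). Its 95% confidence interval ran from a change of -27.1% to one of 8.64%. The alternative that moved it most left out control replicate 3, the control with the lowest value, and gave -0.34 with an adjusted p of 0.00568; over the 11 alternatives other than the replicate block the adjusted p ran from 0.00568 to 0.999. The whole-islet count of Klf4 thus did not separate the genotypes when all 6 libraries were used, and gene-level counts do not show which exons the reads came from.

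Across the transcriptome, 389 genes passed an adjusted p of 0.05 in DESeq2, 272 higher and 117 lower in the knockout libraries, out of 17797 genes given an adjusted p-value. Their median absolute log2 fold change was 0.55, and 73 changed by at least 1, 59 of them upward. The groups did not overlap for 375 of the 389 genes. Among all 15811 genes with a mean normalized count of at least 50, 17.96% had groups that did not overlap, against 10% by chance. The count depended on the test. The edgeR quasi-likelihood test gave 29 genes with an adjusted p under 0.05, 24 higher and 5 lower, all of them among the 389, although 2391 genes had an unadjusted p under 0.05 there and 2269 in DESeq2. Fold changes hardly differed between the tools: among genes past the DESeq2 threshold with a mean count of at least 50 and no library at 0, the largest difference was 0.067 on the log2 scale. Of the 29 genes, 22 lay on autosomes, 2 on the X and 5 on the Y chromosome.

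**Figure D1:**
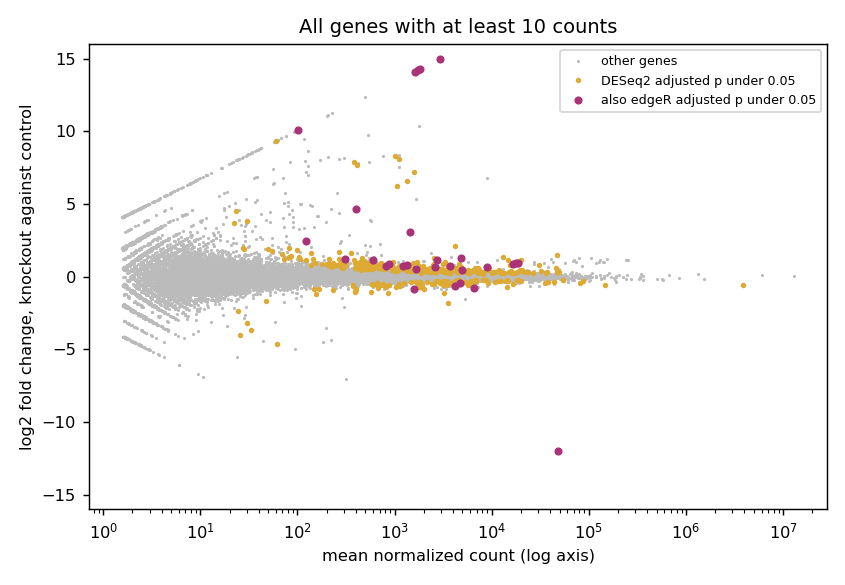
Log2 fold change of knockout against control (vertical axis) against mean normalized count (horizontal log axis) for each gene with at least 10 counts in total; 10 genes beyond a log2 fold change of 16 in either direction are not drawn. Coloured points mark the 389 genes past the DESeq2 threshold and, among them, the 29 also past it in edgeR; the most extreme of these are 4 Y-linked genes near 14 and 15 and Xist at -12.02.

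The 5 most positive log2 fold changes under the naming rule belonged to Y-linked genes, and the most negative to Xist. Ddx3y (chromosome Y, 1260771 to 1286629) had 0 counts in every control library and 5837 ± 371 normalized counts in the knockout libraries (SD, n = 3), at least 1946-fold above the floor of 3 counts. Uty was at least 1222-fold, Eif2s3y at least 1173-fold, Kdm5d at least 1078-fold and Gm29650 at least 67.5-fold higher, again against 0 counts in each control library. Xist (chromosome X, 103460366 to 103483254), the non-coding RNA that coats the inactive X chromosome in female cells, was at 95242 ± 15566 normalized counts in control and 22.8 ± 9.32 in knockout libraries, a log2 fold change of -12.02 ± 0.34 (SE, DESeq2 adjusted p = 3.23e-263). Xist overlaps Tsix on the opposite strand, but Tsix held only 48.7 ± 24.0 normalized counts in controls. In all 6 libraries the sex-linked transcripts followed the genotype: the 3 control libraries carried Xist and no Y-linked counts, and the 3 knockout libraries carried Y-linked counts and almost no Xist. Sex and genotype therefore cannot be told apart in these libraries, no within-sex comparison is possible, and every difference below holds for both.

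**Figure D2:**
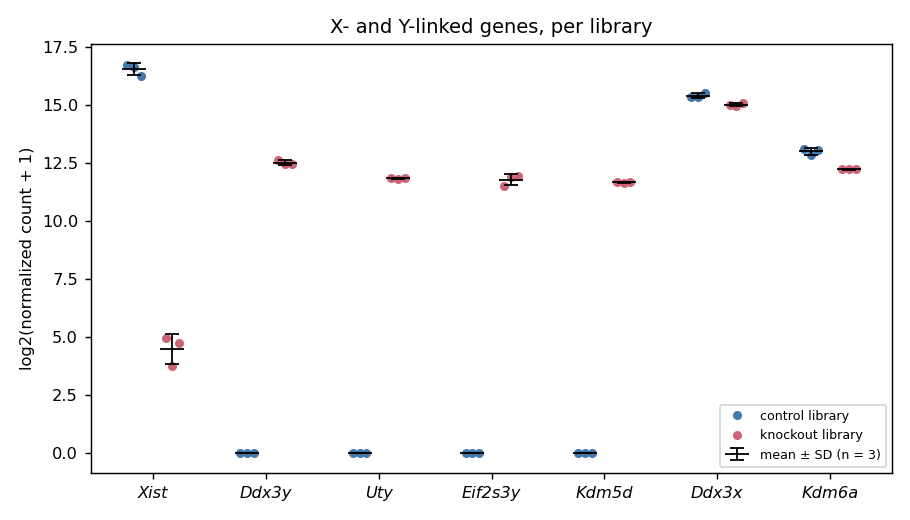
Log2(normalized count + 1) of X- and Y-linked genes in each library (points; 3 control, 3 knockout), with mean and SD as bars. The 4 Y-linked genes are at 0 in all control libraries and between 11 and 13 in all knockout libraries, while Xist runs the other way; Ddx3x and Kdm6a, the X-linked partners of Ddx3y and Uty, are lower in every knockout library.

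The other 4 most negative genes were autosomal. Cish (chromosome 9, 107296026 to 107302784) fell from 5562 ± 1471 to 1548 ± 527 normalized counts, a log2 fold change of -1.85 ± 0.38 (SE, DESeq2 adjusted p = 0.000377). Nr4a3 (chromosome 4, 48045153 to 48086447) had a log2 fold change of -1.17 ± 0.32 (adjusted p = 0.0166), Fam84a (chromosome 12, 14146830 to 14152054) of -1.15 ± 0.16 (adjusted p = 2.78e-09) and Socs2 (chromosome 10, 95385362 to 95417180) of -1.12 ± 0.32 (adjusted p = 0.0279). None of these 4 passed the threshold in edgeR, where their adjusted p-values were 0.0553, 0.283, 0.0509 and 0.172. Over the 10 alternatives other than the replicate block, the adjusted p of Cish ran from 8.42e-12 to 0.0553, of Nr4a3 from 0.00111 to 0.283, of Fam84a from 2.61e-19 to 0.0509 and of Socs2 from 5.66e-10 to 0.294. Cish overlaps 2 annotated genes on the opposite strand, so its count is uncertain.

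Genes on the sex chromosomes were a small part of the total. Of the 389 genes, 359 lay on autosomes (261 higher, 98 lower), 23 on the X chromosome (6 higher, 17 lower) 5 on the Y chromosome and 2 elsewhere, and a fit on autosomal genes only gave 353. By share of the genes tested, 2.09% of autosomal and 3.98% of X-linked genes passed. Among autosomal genes past the threshold in both tests, chosen after their values were seen, C7 (chromosome 15, 4988762 to 5063740) rose from 30.6 ± 15.2 to 771 ± 126 normalized counts (log2 fold change 4.65 ± 0.27 SE) and had the largest change. Zbtb16 rose from 310 ± 107 to 2581 ± 387, Fyb2 from 37.4 ± 10.1 to 206 ± 16.2, and the collagen genes Col1a1 and Col1a2 from 12711 ± 2167 to 24777 ± 1291 and from 11638 ± 1351 to 21541 ± 844 (SD, n = 3 each). C7 overlaps a gene on the opposite strand and Col1a2 one on the same strand, so their counts are uncertain. Both collagen genes are also in the mesenchymal marker set, which was higher by 0.42 on the log2 scale in the knockout libraries.

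Alpha-cell transcripts were then compared. Glucagon, Gcg (ENSMUSG00000000394, chromosome 2, 62474530 to 62483650, minus strand), fell from 4571600 ± 940191 to 3109160 ± 365995 normalized counts (SD, n = 3 each), a log2 fold change of -0.56 ± 0.13 (SE), with every knockout library below every control (DESeq2 adjusted p = 0.00332). Irx2 (chromosome 13, 72628820 to 72634198) had a log2 fold change of -0.45 ± 0.13 (SE, adjusted p = 0.0382). Irx1 (chromosome 13, 71957921 to 71963723) at -0.37 ± 0.12 did not pass over all genes (adjusted p = 0.0706). Nkx2-2 was level, at 20999 ± 1395 and 20989 ± 1476 normalized counts. It overlaps 2 annotated genes on the opposite strand, so its count is uncertain. Gcg and Irx2 did not pass in edgeR, where their adjusted p-values were 0.402 and 0.331. Over 10 alternatives, the replicate block not among them, the adjusted p of Gcg ran from 0.00177 to 0.402, of Irx2 from 6.64e-05 to 0.41 and of Irx1 from 0.000336 to 0.513. Irx1 passed in 1 of these 10, the fit without control replicate 3.

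The other hormone genes did not pass the threshold. Log2 fold changes were 0.08 ± 0.09 (SE) for Ins1, 0.02 ± 0.07 for Ins2, -0.26 ± 0.24 for Sst and -0.10 ± 0.15 for Ppy, with DESeq2 adjusted p-values of 0.841, 0.962, 0.787 and 0.916. Sst passed in 1 of 10 alternatives, the fit without knockout replicate 2 (-0.48); its adjusted p over these 10, the replicate block not among them, ran from 0.0273 to 0.99. Of the 11 genes in this fixed list, 3 passed when adjusted over all genes and 5 when adjusted over the list alone.

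**Figure D3:**
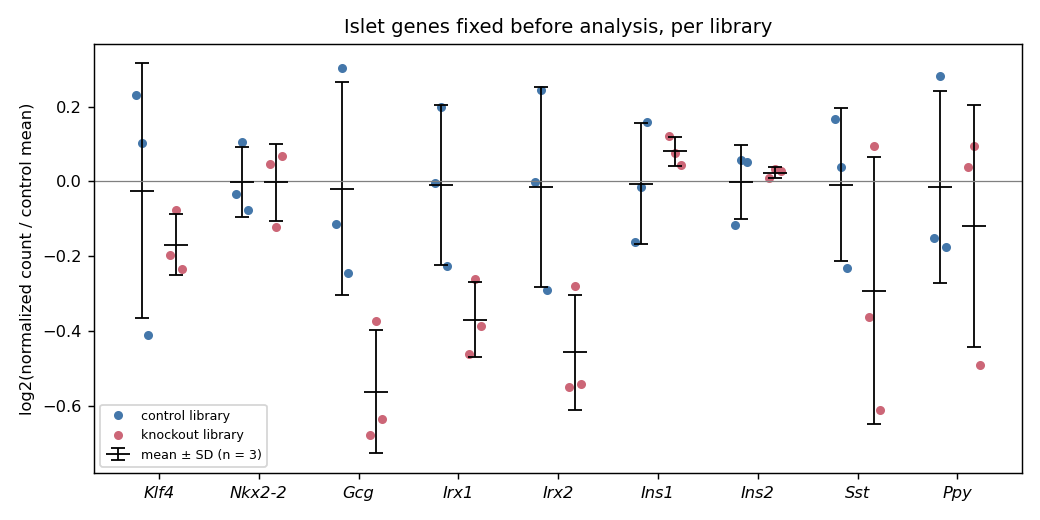
Log2 of the normalized count relative to the control mean for genes listed before the data were examined; points are libraries (3 control, 3 knockout) and bars are mean and SD. Gcg and Irx1 lie lower in every knockout library than in any control; the groups overlap for Irx2, Klf4, Nkx2-2, Ins1, Ins2, Sst and Ppy.

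As sets, the 12 alpha-cell genes had a mean of 13.69 ± 0.16 on the log2 scale in controls and 13.40 ± 0.08 in knockouts (SD, n = 3 each), a difference of -0.29 (camera, adjusted p = 8.91e-05), and 9 of the 12 were lower. The choice that mattered most was camera's inter-gene correlation: estimated from these libraries, it gave an adjusted p of 0.31 for the same difference. Over the 12 alternatives other than the replicate block its adjusted p ran from 5.57e-05 to 0.31. The exact two-sided permutation test of the 6 set means gave p = 0.1, the smallest that 3 against 3 allows. Of the 12 genes, 5 passed over all genes and 7 over the list alone, and all of the 5 were lower. The 13 beta-cell genes differed by -0.06 (camera adjusted p = 0.145, exact permutation p = 0.4) and the 7 delta-cell genes by -0.16 (camera adjusted p = 0.35, exact permutation p = 0.4). Within each library the alpha set mean minus the beta set mean was -3.70 ± 0.20 in controls and -3.93 ± 0.07 in knockouts, and the exact permutation test of that difference gave p = 0.1.

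**Figure D4:**
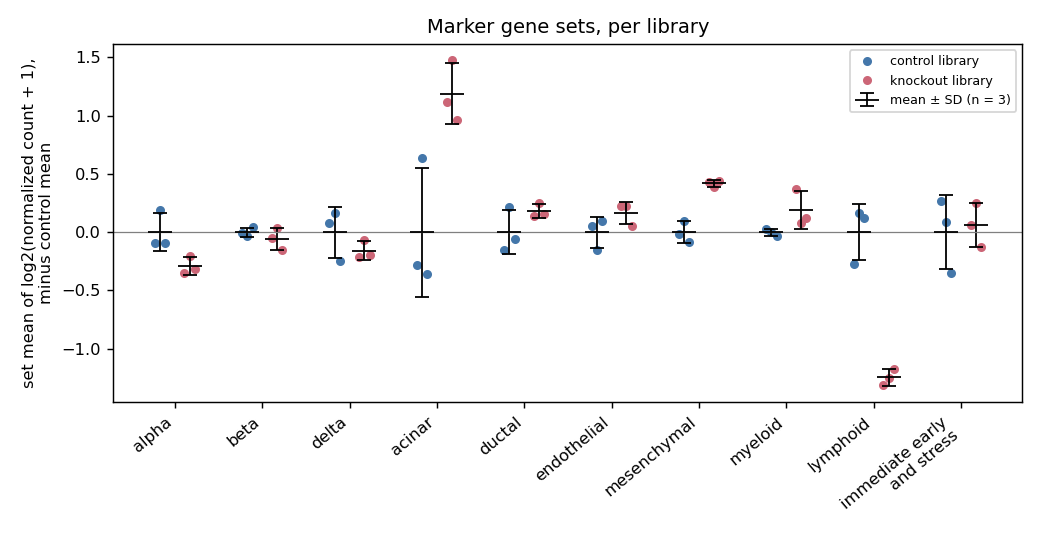
Mean of log2(normalized count + 1) over each marker gene set, minus its control mean, in each library (points; 3 control, 3 knockout), with mean and SD as bars. The knockout mean of the alpha set lies at -0.29 and of the lymphoid set at -1.25, that of the acinar set at 1.19 and of the mesenchymal set at 0.42, with no overlap between the groups in these 4 sets.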

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

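The fits without the Cook's distance filter, on autosomal genes and with GC or length corrections were chosen after the data were seen. The number of genes past the threshold depended on the test and on single libraries. The edgeR quasi-likelihood test gave 29 genes (24 higher, 5 lower) in place of 389 (272 and 117). An adjusted p of 0.1 gave 614 (419 and 195), and a minimum absolute log2 fold change of 1 gave 73 (59 and 14). Across the 6 fits that each left out one library, the count ran from 153 to 952 genes, with 107 to 576 higher and 46 to 376 lower. The lowest count came without knockout replicate 1 and the highest without control replicate 3, although 1 library fewer was used in each. Without knockout replicate 1, 146 of the 389 genes were still past the threshold; without control replicate 3, 333 were. The cause of these changes was not tested on these counts. In the simulations DESeq2 made more false calls than edgeR. The tools differed less there, with 221 against 142 calls for per-gene dispersions and 175 against 163 for trend dispersions. The simulations therefore do not account for 389 genes against 29.

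TMM factors (407 genes), no filter (377), the stricter filter (402), no independent filtering (343), no Cook's distance filter (415), autosomal genes only (353) and corrections for GC content (400) or length (457) stayed within 1.5 times 389. The share of higher genes was 69.9% with size factors and 71.0% with TMM factors in DESeq2. It was 82.8% in edgeR. The median log2 difference of genes with a mean count of at least 50 lay between -0.0038 and 0.0020 under size factors, TMM and total-count scaling.

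With the replicate number as a block, DESeq2 gave 405 genes (271 higher, 134 lower), 281 of them shared with the fit without the block, and the Klf4 log2 fold change was -0.15 in place of -0.17. Same-numbered libraries did not deviate together: the mean correlation of their deviations from the group means was -0.032, from -0.059 to 0.010, over 15811 genes. The alpha, beta and delta sets stayed on the same side of the threshold under the block, with adjusted p-values of 1.5e-05, 0.194 and 0.298. The DESeq2 adjusted p under the block was 8.09e-10 for Gcg, 0.000862 for Irx2 and 0.0349 for Irx1, which passed there. It was 0.163 for Socs2, 0.114 for Pzp, 0.0576 for Plg, 0.307 for Cpn2 and 0.15 for Serpina3k, which did not pass there, and Tsix was given no adjusted p.

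Klf4 ranged from -0.34 to -0.038 across the fits that left out one library, and passed the threshold only without control replicate 3, at -0.34. The alpha set difference stayed at -0.29 when the inter-gene correlation was estimated, but its adjusted p rose to 0.31; it ranged from -0.34 to -0.19 across the 6 fits that left out one library and from -0.29 to -0.27 under the other alternatives, and passed in all of those. The cause of the change in the alpha set was not tested. For Klf4, the immediate early response was examined over all 6 libraries, as given below, but not with control replicate 3 left out. That library had the lowest Klf4 count and the lowest mean of the immediate early and stress set, 11.12. The beta and delta sets did not pass under any alternative.

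Among the single genes and other sets, 405 of 479 results under the alternatives kept their direction and side of the threshold, 60 were weaker, 4 stronger and 10 reversed; 17 of the weaker ones came from edgeR. The reversed results were of Nkx2-2, Ins2, Ppy and the immediate early and stress set, none of them past the threshold, and their cause was not tested. Nkx2-2, at -0.0007, was 0.0017 in edgeR, 0.0017 with TMM factors and 4.7e-05 under the stricter filter, and ranged from -0.038 to 0.058 when libraries were left out. Under the same leave-one-out fits Ins2 ranged from -0.032 to 0.053, Ppy from -0.20 to 0.067, and the immediate early and stress set from -0.12 to 0.19.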

Other observations

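Some of the tests below were chosen after the result they bear on was seen. They concerned sex, cell composition, exocrine carryover, control replicate 3, the effect of Ttr and Gc, and the GC and length correction sizes. For the others, the gene lists and the prediction were written before their values were looked at. Single genes were also chosen after their values were seen. These were Pzp, Ahsg, Plg, Serpina3k and Fkbp5 below, and Cpn2, Tsix, Ddx3x and Kdm6a above.

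A candidate explanation for many of the 389 genes is the sex of the mice. Xist and the Y-linked genes followed the genotype in 6 of 6 libraries, as they would if every control mouse was female and every knockout mouse male. Of 5 further genes listed for X inactivation escape, which are expressed from both X chromosomes in female cells, 4 were lower in the knockout libraries with a DESeq2 adjusted p under 0.05; Kdm5c, Eif2s3x, Pbdc1 and 5530601H04Rik had log2 fold changes of -0.32, -0.44, -0.42 and -0.39, and Utp14a, at -0.17, did not pass. Genotype and the sex-linked transcripts divide the libraries identically, so the autosomal differences cannot be assigned to either, and no covariate can separate them. A mislabelled sample was not tested, since the labels give no sex and the Klf4 count did not separate the groups.

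Other technical explanations of the 389 genes were also tested. After correction for GC content 375 of them still passed and after correction for transcript length 379. The corrections removed small trends: across 15806 genes, which are not independent replicates, Spearman's rho of the log2 fold change with GC content went from 0.0462 to -0.00704 and with length from 0.0894 to -0.0178. The factors applied to the groups ran from -0.03 to 0.01 for GC content and from -0.09 to 0.06 for length on the log2 scale. Over 376 of the 389 genes the median change was 0.0086 for GC content and 0.0082 for length. The largest was 0.036 and 0.34, and over all 15806 genes 0.80 and 0.74. The lowest absolute log2 fold change of the 389 genes was 0.21. The largest change for length among the called genes exceeded it. The median changes were far below it, so neither trend accounts for most of the calls. After all libraries were thinned to the smallest total 383 still passed, but the totals differ too little for this to test library depth. Only 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many genes; the 3 others gave 7, 7 and 33. The 6 splits that part only 1 such pair gave between 1 and 88 genes. With 10 splits in all, chance cannot be excluded at 0.05.

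The lower alpha set cannot be told apart from a sex difference, given the 6 of 6 libraries in which the sex of the mice followed genotype. The 16 listed acinar genes alone dilute other transcripts by -0.017 on the log2 scale; the dilution from exocrine carryover as a whole was not measured. Hepatocyte RNA goes against the values of knockout replicate 3, which held 515 normalized counts of hepatocyte genes against 479 to 705 in the controls, and whose alpha set mean, 13.37, was below that of every control, 13.60 to 13.88. Leaving out Ttr and Gc, which hepatocytes also express, moved the difference by -0.00101, but could hardly have moved it further, since their log2 fold changes, -0.57 and 0.00, average close to that of the set. A smaller share of alpha cells in the preparations would lower all transcripts made only in alpha cells by one factor. The log2 fold changes of 10 alpha genes, from -0.56 to 0.05, differed in a chi-square test of heterogeneity that treats genes as independent (p = 0.000183), but an exact permutation test of the spread between genes gave p = 0.2. Genes that other islet cells also express would fall less under the same loss of cells, so the lower alpha set cannot be told apart from a change in cell composition. A genotype effect on alpha cells is a hypothesis that these libraries cannot separate from sex or composition.

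The marker sets of non-endocrine cells also differed between the genotypes. The 16 acinar genes were higher in the knockout libraries by 1.19 on the log2 scale (camera adjusted p = 5.7e-14) and the 10 mesenchymal genes by 0.42 (adjusted p = 1.88e-05), with 16 of 16 and 8 of 10 genes higher. Smaller increases were seen for the 10 endothelial genes (0.17, adjusted p = 0.0064) and the 10 myeloid genes (0.19, adjusted p = 0.0182). Across the 6 fits that left out one library the endothelial set passed in 3, with adjusted p-values up to 0.0871, and the myeloid set in 4, with adjusted p-values up to 0.165. The exact permutation p of the endothelial set was 0.2. The 8 lymphoid genes had a difference of -1.25 (adjusted p = 0.000493), although 7 of them held under 30 normalized counts in every library and the difference was -0.53 with a pseudocount of 10. The ductal and the immediate early and stress sets, at 0.18 and 0.06, did not pass (adjusted p = 0.0659 and 0.302). With an estimated inter-gene correlation none of the acinar, mesenchymal, endothelial, myeloid and lymphoid differences passed, the lowest adjusted p being 0.0831. The acinar genes took 0.706% to 1.45% of all counts in control and 1.87% to 2.55% in knockout libraries.

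The higher acinar set may come from exocrine carryover at islet isolation, but the test could not decide it. The 16 genes rose by log2 fold changes of 0.86 to 1.48. A chi-square test of heterogeneity gave p = 0.9998, which is consistent with genes that share the errors of their libraries and leaves the test little power, and an exact permutation test of the spread between genes gave p = 0.3. No biological explanation was tested.

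Knockout replicates 1 and 2 held transcripts typical of liver. Alb was at 51331 normalized counts in knockout replicate 1, 1743 in replicate 2 and 122 in replicate 3, against 103 to 213 in the controls; Serpina3k was at 7530 and 288 in knockout replicates 1 and 2 and at 0 in the other 4 libraries. All 15 listed hepatocyte genes were higher in knockout replicate 1 than in any control. Hepatocyte RNA mixed in from 1 source was predicted to give a narrow ratio of replicate 1 to replicate 2. The limit set was an interquartile range under 1 on the log2 scale. It was 1.07 around a median of 4.55, with Cyp2e1 running the other way at -0.36, so the prediction was narrowly missed. Counts that the controls also held were not subtracted, which can alter the ratio of genes low in replicate 2. The miss therefore cannot decide the question, and the source remains open. Pzp, Ahsg and Plg had log2 fold changes of 8.26, 8.12 and 7.85 in DESeq2 with an adjusted p under 0.05, and knockout replicate 1 was far above the rest, at 5831, 6265 and 2167 normalized counts; knockout replicate 3 held 13.97, 17.96 and 13.97. Without knockout replicate 1, Pzp and Plg still passed (DESeq2 adjusted p = 0.00449 and 0.0162) and Ahsg did not (adjusted p = 0.208). In edgeR with all libraries, Pzp, Ahsg and Plg did not pass (adjusted p = 0.261, 0.246 and 0.240). Without knockout replicate 1, 381 of the 389 genes still had an unadjusted p under 0.05 in the same direction, but these genes were chosen with that library included, and 384 to 388 did so when another library was left out. Past the adjusted threshold, 146 of the 389 were left without knockout replicate 1, against 197 to 333 without another library. The 389 include Pzp, Plg and 3 of the 15 listed hepatocyte genes, so some transcripts typical of liver are in the count. How far hepatocyte RNA affected the count was not determined.

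Control replicate 3 stood apart in genes that rise in islets exposed to prolactin. Cish and Socs2, among the most negative changes, prompted a list of 7 further genes of that response. As a set they were lower in the knockout libraries by 0.63, but not past the threshold (camera p = 0.0828, exact permutation p = 0.1, the smallest possible). That difference rests on control replicate 3: without it the set differed by -0.13, and without control replicate 1 or 2 by -0.87 or -0.90. All 7 were highest in control replicate 3, where Prlr reached 96400 normalized counts against at most 41007 elsewhere and Tph1 reached 225 against at most 17.9. The median excess of control replicate 3 over the other libraries, 1.03 on the log2 scale, lay at percentile 100 of 10000 random lists matched on expression. A prolactin response in that mouse may be the source of this excess, but with 1 library this cannot be told apart from other causes. Cish and Socs2 stayed lower without it, at log2 fold changes of -1.70 and -0.93 (DESeq2 adjusted p = 0.00442 and 0.0924). Their fall therefore does not rest on control replicate 3 alone, although Socs2 no longer passed. Leaving this library out raised the count from 389 to 952 genes.

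Zbtb16 and Fkbp5, both induced by glucocorticoids, were higher in the knockout libraries, which prompted a test of 12 other genes of that response. They were higher by 0.47 (camera p = 1.36e-05), 10 of 12 upward, with no overlap between the groups (exact permutation p = 0.1, the smallest possible). With an estimated inter-gene correlation the p-value was 0.0135, and across the 6 fits that left out one library the difference ran from 0.43 to 0.53 with p-values up to 0.000461. Per1 and Klf9 went the other way, at -0.17 and -0.20. A stronger glucocorticoid response in the knockout mice is a candidate explanation; whether it would follow genotype, sex or handling was not tested.

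Klf4 may also be affected by how the islets were handled, as a gene of the immediate early response. Over the 6 libraries its log2 count followed the immediate early and stress set (Pearson r = 0.839, exact permutation p = 0.0319; Spearman rho = 0.943, exact permutation p = 0.0167; both 0.0319 after Benjamini-Hochberg adjustment over the 2 coefficients). Without the 2 libraries farthest from the median r was 0.494, so the strength of the pooled r rests on those libraries. Within the 3 control and the 3 knockout libraries r was 0.996 and 0.958, on too few libraries for a test. With the set mean as a covariate in DESeq2 the Klf4 log2 fold change was -0.20 ± 0.09 (SE, unadjusted p = 0.0248, adjusted p = 0.223), so it remained short of the threshold over all genes.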
